A study of Bos taurus with 30 samples. Its data were reported in "Complement 3 (C3) within the hypothalamic arcuate nucleus is a potential key mediator of the effect of enhanced nutrition on reproductive development in young bull calves" (2025).

How the data were processed

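Messenger RNA of the hypothalamic arcuate nucleus, a cell group at the base of the brain that takes part in metabolic and reproductive signalling, was sequenced in 30 Holstein-Friesian bull calves. Groups were taken from the sample labels, which place 15 calves on a high plane of nutrition (HI) and 15 on a moderate plane (MOD). Replicates were numbered in accession order, so a number names a calf and pairs nothing across groups.

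According to the methods of the study, the authors trimmed adapters with Cutadapt, aligned paired reads to the bovine assembly ARS-UCD1.2 with STAR, counted reads per gene with STAR and tested with edgeR. The deposited table is a normalised signal, not raw counts. It holds 27607 Ensembl gene identifiers and 30 columns, each matched to a label, and 4629 of the genes had no read in any library. Within each column 100% of the values above 0 were whole multiples of the smallest one, so the reads behind each value were recovered by division. Scaling the recovered counts by TMM factors gave back the deposited signal, with 0 genes outside rounding error.

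The design fixed before the data were examined was the edgeR quasi-likelihood test, which needs counts. The deposited signal was normalised, and limma on log2(value + 0.5) with a mean-dependent prior variance was taken as the main test. That choice was made after the table had been seen. The recovered counts also allowed the quasi-likelihood test fixed in advance, which was run beside it. Genes with a value of at least 0.5 in at least 15 libraries entered the limma fit. The pseudocount and this filter were chosen after the table had been seen. Fold changes are HI over MOD on the log2(value + pseudocount) scale, which understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.5 in either direction, in two-sided tests. limma tested 15757 genes. edgeR with filterByExpr tested 15875 genes.

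Alternatives fixed in advance were median-ratio scaling, no filter, a CPM above 1 in at least 15 libraries, the edgeR exact and likelihood ratio tests, robust quasi-likelihood fitting, DESeq2 with replacement of outlying counts, limma-voom with quality weights, a rank-sum permutation test per gene with 100000 resamples, an adjusted p under 0.05 without a fold limit, glmTreat, surrogate variables and leaving out each library in turn. Pseudocounts of 0.1 and 1 and DESeq2 without outlier replacement or filter were added after the data had been seen. So were the scaling, filter and left-out-library fits of both edgeR tests. The quasi-likelihood test itself was fixed in advance, but its use on recovered counts was added then too. The fold limits of 10 and 3 over the highest other library, with a value above 5, were also set after one unusual library had been noticed. Depth and principal components were compared between groups by two-sided permutation tests with 100000 resamples. Pairs of libraries were compared by a chi-square per gene over genes with at least 20 combined reads.

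Genes are given by identifier. The deposited table does not pair identifiers with names, and the RefSeq gene table of assembly ARS-UCD2.0 used here gave an Ensembl identifier for 0 of its genes, so none of the 27607 identifiers could match it. No coordinates or names are given, and identifiers are limited to 2 that were higher and 2 that were lower in HI. The rule fixed in advance named the genes with the smallest p in each direction when none was called. The 22 gene lists written in advance, which included complement, transport and metabolism, brain development, arcuate neuroendocrine and tissue marker genes, and the single-gene test of C3, need gene names and are not reported. Fits of 3 of these lists had been made with a pairing taken from material accompanying the study, which is not among the sources of names used here, and were discarded after their values had been seen. Checks of gene length and GC content, and of reads shared between near-identical genes, were not made.

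The fits were tested on simulated counts drawn from the median profile, library sizes and dispersions of these libraries, with genes changed 3-fold. limma called 190 of 197 changed genes that it tested and 12 unchanged ones among 15549 genes. edgeR quasi-likelihood called 191 of 198 and 10 unchanged ones among 15652 genes, the exact test 191 and 25, and the rank-sum test 188 of 197 and 6. In the simulated limma fit 5% of unchanged genes had an unadjusted p under 0.05, against 0.628% of genes in the fit of the real libraries. The simulation drew genes independently and lacked the variation that genes of these libraries share, so its recovery does not carry over to them. Recovered counts summed to 15128646 to 29801795 reads per library, and intervals cover counting error only. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.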

Results

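Gene expression was measured in the arcuate nucleus of 30 bull calves at 12 weeks of age. From week 2, HI calves (n = 15) were offered 1.5 kg of milk replacer per day with concentrate fed to appetite. MOD calves (n = 15) received 0.5 kg of milk replacer and 0.5 kg of concentrate per day. The target gain was 1.0 kg per day in HI and 0.5 kg per day in MOD. The comparison addressed whether plane of nutrition in early life alters the transcriptome of a region that links metabolic status to reproductive signalling.

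Recovered reads per library numbered 22293607 ± 3754579 in HI (SD, n = 15) and 20394102 ± 3900507 in MOD (SD, n = 15), with a range of 15128646 to 29801795. The difference of 1899505 reads was within the spread between calves (permutation test, p = 0.183). Reads were found for 17800 to 19590 genes per library in HI and for 18395 to 19595 in MOD. No pair of libraries agreed within sampling noise. The closest pair, MOD replicates 3 and 8, had a mean chi-square of 10.53 per gene.

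The first principal component of log2(value + 0.5) held 43.8% of the variance, the second 17.9% and the third 9.6%. None of these separated the dietary groups (permutation tests of 3 components, p = 0.746, 0.962 and 0.461). HI replicate 2 had a loading of 0.716 on the first component and MOD replicate 12 a loading of 0.492. MOD replicate 2 had a loading of 0.807 on the third.

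**Figure D1:**
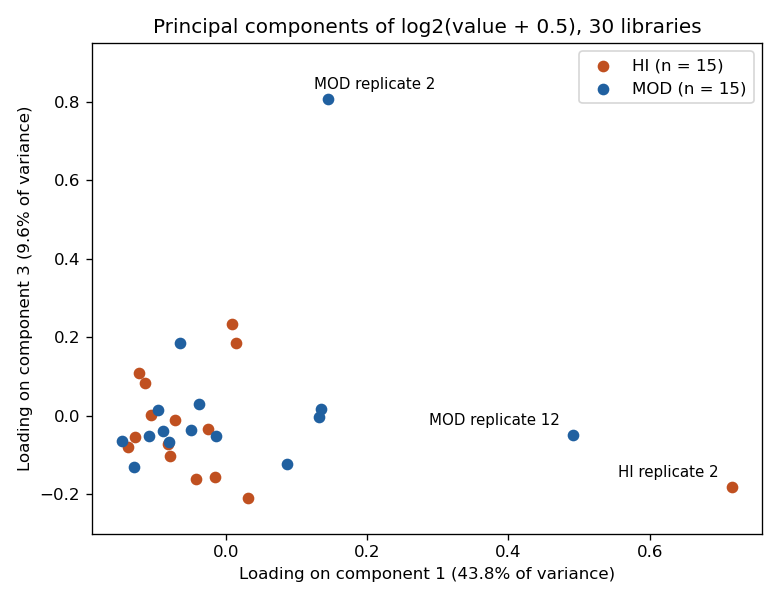
Loadings of the 30 libraries on component 1 (x axis, 43.8% of variance) and component 3 (y axis, 9.6%) of a principal component analysis of log2(value + 0.5), with one point per calf, coloured by dietary group. HI replicate 2 lies apart on component 1 at 0.716 and MOD replicate 2 on component 3 at 0.807, while the groups overlap.

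Between HI and MOD, limma called 0 of 15757 genes at an adjusted p under 0.1 and a fold change over 1.5. At an unadjusted p under 0.05 there were 99 genes, which is 0.628% of those tested, and the smallest Benjamini-Hochberg adjusted p was 1. Among the alternatives, DESeq2 without outlier replacement or filter moved the count most, to 386 genes. Leaving out HI replicate 2 gave 0 called genes and 664 genes at an unadjusted p under 0.05. Leaving out any of the other 29 libraries gave 0 called genes and 75 to 132 at an unadjusted p under 0.05.

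The genes with the smallest p in each direction are given by identifier, and none passed the threshold in limma. ENSBTAG00000016158 was higher in HI, with a log2 value of 0.95 ± 0.34 against 0.47 ± 0.39 in MOD (SD, n = 15 each). Its log2 fold change was 0.49 with a standard error of 0.14 (limma p = 0.00118, adjusted p = 1), and 15 of the 15 HI libraries lay above the MOD median. ENSBTAG00000052906 was higher by a log2 fold change of 0.30 with a standard error of 0.10 (limma p = 0.0074, adjusted p = 1), and 14 of the 15 HI libraries lay above the MOD median. ENSBTAG00000040058 had a log2 fold change of -0.29 with a standard error of 0.09 (limma p = 0.00303, adjusted p = 1), and 15 of the 15 HI libraries lay below the MOD median. ENSBTAG00000048515 had a log2 fold change of -0.51 with a standard error of 0.18 (limma p = 0.00779, adjusted p = 1), and 12 of the 15 HI libraries lay below the MOD median.

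On the recovered reads, the edgeR quasi-likelihood test, which was the test fixed in advance, called 12 of 15875 genes, 0 higher and 12 lower in HI. The edgeR exact test called 67 genes, 1 higher and 66 lower in HI, and 12 genes were called by both tests. MOD replicate 2 was the highest library in 12 of the 12 genes called by quasi-likelihood, where its value was at least 138.56 times that of the next library. It was also the highest library in 66 of the 67 genes called by the exact test, where its value was at least 19.2 times that of the next. The gene called higher in HI had its highest value in HI replicate 15. With MOD replicate 2 left out, both edgeR tests called 0 genes, with 113 genes at an unadjusted p under 0.05 in the quasi-likelihood test and 103 in the exact test. Leaving out any one HI library also brought the quasi-likelihood calls to 0, with 341 to 985 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.106 to 0.122. Leaving out any other MOD library gave 15 to 19 calls by quasi-likelihood.

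**Figure D2:**
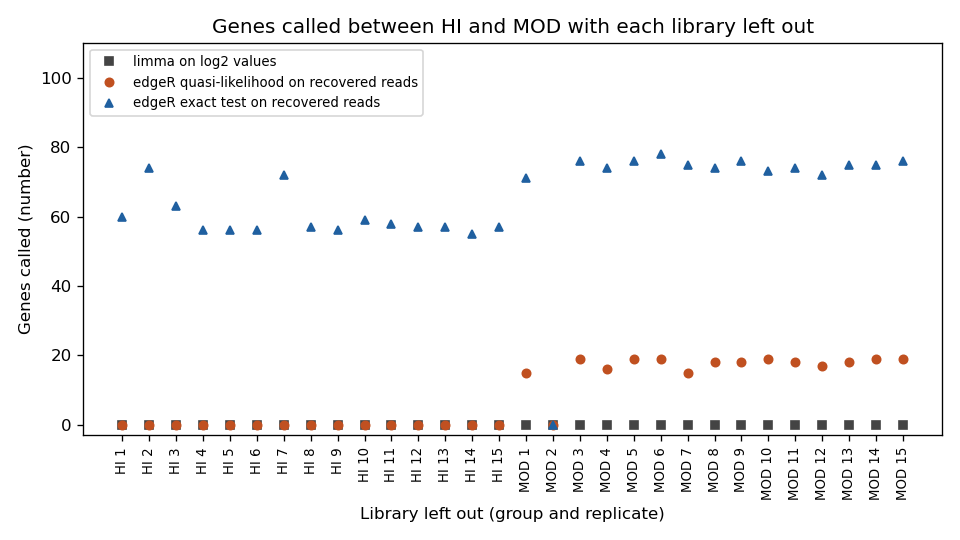
Number of genes called between HI and MOD (y axis) when the library on the x axis was left out, with one point per fit for limma, edgeR quasi-likelihood and the edgeR exact test. The exact test called 55 to 74 genes when an HI library was left out and 0 when MOD replicate 2 was left out, and limma called 0 in each of the 30 fits.

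MOD replicate 2 held 463 genes at over 10 times the highest value of any other library, against at most 1 such gene in any other library. These genes took 26.49% of its 26457401 reads (Wilson 95% interval 26.47% to 26.5%), and 0.158% to 0.255% of the reads in the other 29 libraries. The gene with the largest value in MOD replicate 2 stood at 56594 there and at 3.13 to 11.7 elsewhere. The deposited values of this library summed to 1383571, and those of the other libraries to 857896 to 1183191. In HI replicate 2, the lowest value of any other library exceeded its own by over 3 times for 274 genes.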

Values the study reported

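The study reported 83 genes as differentially expressed between the dietary groups, at an FDR below 0.1 and a fold change above 1.5.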

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

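The count of differentially expressed genes was 0 with limma, with 99 genes at an unadjusted p under 0.05. It stayed at 0 under median-ratio scaling, both other filters, both other pseudocounts, an adjusted p under 0.05 without a fold limit, 4 surrogate variables, limma-voom with quality weights, DESeq2 with outlier replacement, the rank-sum permutation test and each of the 30 fits that left out one library, where 75 to 664 genes had an unadjusted p under 0.05. Count models on the recovered reads gave other numbers: 12 genes by edgeR quasi-likelihood, 11 with robust fitting, 11 with glmTreat, 67 by the exact test, 68 by the likelihood ratio test and 386 by DESeq2 without outlier replacement or filter. MOD replicate 2 was the highest library in 377 of those 386 genes.

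For quasi-likelihood on recovered reads, median-ratio scaling kept the count at 12, no filter gave 334 genes and a CPM above 1 in at least 15 libraries gave 0, with 315 genes at an unadjusted p under 0.05. The count ran from 0 to 19 across the 30 fits that each left out one library, and was 0 in 16 of them, namely every HI library and MOD replicate 2. For the exact test, median-ratio scaling gave 67, no filter 218 and the CPM filter 41. The count ran from 0 to 78 across the 30 fits that each left out one library, and the fit without MOD replicate 2 gave 0. In both edgeR tests the count rose with the number of genes tested, which was 14884 with the CPM filter, 15875 in the main fit and 22978 without a filter. limma without a filter also tested 22978 genes and called 0. The number of genes tested was not separated from which genes were added. The cause was not tested for these or the other changes.

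The 4 genes given by identifier kept their direction in each of their 45 settings. They were selected on the main fit, and the settings include it and refit the same libraries, so this is not independent support. ENSBTAG00000016158 passed the threshold in 1 of them. Adjusted p over those settings ranged from 0.045 to 1 for ENSBTAG00000016158, 0.316 to 1 for ENSBTAG00000052906, 0.0214 to 1 for ENSBTAG00000040058 and 0.354 to 1 for ENSBTAG00000048515. The covariate built from a marker list, the set tests, the list values and C3 are not reported, because neither source of names used here pairs the identifiers with names. No paired analysis was possible because the replicate numbers are names only.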

Other observations

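The split and rank tests of the edgeR calls were planned before the data were examined, and the other tests below were chosen after the results had been seen. The count of differentially expressed genes here was 0 by limma and 12 by edgeR quasi-likelihood. Both are lower than the value quoted from the study above. In number, the 67 genes called by the edgeR exact test and the 68 by the likelihood ratio test are close to that value. Which genes were called was not compared with the study. A close number carries little weight, since the 100 splits of the libraries given below had a median of 75.5 by the exact test. Without a filter, quasi-likelihood called 334 genes and the exact test 218, which are higher than that value. The methods of the study name an earlier edgeR version than the one used here, without naming the test or a filter.

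The edgeR calls were nearly all lower in HI. A difference shared by the MOD calves was tested with ranks, which 1 library cannot decide. Of the 66 genes called lower by the exact test, 62 had a rank test and 0 of them passed an adjusted p under 0.1. That 0 decides nothing, since none of all 15757 genes in the rank test passed. Among the 62, 5 had an unadjusted rank p under 0.05, against 218 of the 15757. That higher share is not independent support for a shared difference, since the genes were selected for being lower in HI. MOD replicate 2 was also the highest library in 66 of the 66. Their median fitted log2 fold change was -3.16 (SD 2.04), while their median difference between group medians was -0.14 (SD 0.21), which argues against a shared effect of the fitted size. The group medians were lower in HI for 52 of them, but the genes were selected for being lower in HI, so a small shared difference stays open. Of 100 splits of the 30 libraries into 15 and 15, the real one included, 66 gave as many genes by quasi-likelihood and 69 by the exact test. For limma the 100 splits decide nothing, since no split can give fewer genes than the 0 of the real groups. The lowest count over the splits was 9 for quasi-likelihood and 55 for the exact test.

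The tables argue against depth for the genes high in MOD replicate 2, since 5 libraries were deeper and held at most 1 gene at over 10 times every other library. RNA from another source in that sample is a candidate explanation, as 26.49% of its reads lay in 463 genes at over 10 times every other library. The values cannot be told apart from a state of that calf alone, because 1 library shows them. The tissue behind those genes was not tested, since neither source of names used here pairs the identifiers with names. Diet as a cause in that calf alone was not tested either.

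Fewer genes had an unadjusted p under 0.05 in limma than the 788 that 5% of the genes tested would give. Of the 100 splits, 14 gave as few, and the median over the splits was 284, so a low number was usual for these libraries. Without HI replicate 2 the number was 664, or 4.21% of the genes tested, so variation carried by this library may contribute to the shortfall. Surrogate variables with all 30 libraries kept gave 1065 genes, above 5%, but they can absorb variation of any library, HI replicate 2 included. limma-voom with quality weights also kept all 30 libraries and gave 572 of 15875 genes. Its weight was lowest for HI replicate 2, at 0.035, but MOD replicate 12 also had a low weight, at 0.087. The rank-sum permutation test, which limits the weight of any one library, gave 218. Surrogate variables and quality weights can act on HI replicate 2 and other libraries at once, so they cannot single it out. The splits ranged from 49 to 3976 genes with all libraries kept, and none were made without HI replicate 2. The fit without it and the rank-sum test point both ways on whether HI replicate 2 alone accounts for the shortfall, and that stays open. A technical and a biological origin were not separated.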
